A study of Drosophila melanogaster with 50 samples.

How the data were processed

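The labels describe adult Oregon R flies kept 3 to 5 days in each facility and then placed in Trizol on ice, with biotin-labelled cRNA from 4 ug of total RNA on Affymetrix Drosophila 2.0 arrays. The deposited values are log2 intensities that the authors computed with RMA, given with 2 decimals; the authors also name limma. The versions of both tools are not given in the sources used here. The scanner files were not used here, so background correction and summarization were not repeated and scan batches were not analysed here. The table held 18952 probe sets for 50 arrays. The 183 control probe sets were left out, which left 18769 for the tests.

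Each probe set took the gene symbol of the array annotation, and 13544 were matched to current symbols by gene identifier, with 0 symbols changed. There were 13647 probe sets with 1 symbol, 402 with several and 4720 without, and 2046 carried a suffix for shared hybridization. The single-symbol probe sets covered 11982 genes. roX1 and roX2 stood on no single-symbol probe set. A group counted as at background when its mean lay under the 95th percentile of 50 plant control probe sets on the same arrays, which was 3.86 to 4.49. Array medians were 5.23 to 5.85. The highest correlation between 2 arrays was 0.9963 and the highest share of equal values 2.54%, so no array was a copy of another. Arrays with transcripts of both sexes had an accessory gland median over 5 and a yolk protein median over 7.

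Each facility was fitted by itself with group means in limma 3.58.1 under R 4.3.3, with the RPM, the magnet, the 80 h magnet runs and the centrifuge as separate fits. Each of 21 comparisons was a contrast of group means with moderated variances, and the interactions were tested as contrasts of contrasts. The 3' minus 5' differences of control probe sets, a sign of RNA quality, did not overlap between the 2 groups in 6 of 18 comparisons for GAPDH and in 9 of 18 for eIF-4a. P values were adjusted over all tested probe sets of a comparison by the method of Benjamini and Hochberg, and a probe set counted as changed at an adjusted p under 0.05. The 32 gene lists were tested with camera at a preset correlation of 0.01, on the brightest probe set of each gene and adjusted over the lists, with camera at an estimated correlation and fry beside it. The number of members that passed was also counted with p values adjusted over the list alone. Some lists hold genes of another kind. These include the cyclophilin genes Cyp1 and Cyp40 on the cytochrome P450 list, the muscle gene TpnC4 on the testis list and the arginase gene arg on the muscle list.

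The genes named in the report follow a rule. In each comparison they come from the 8 largest rises and the 8 largest falls among single-symbol genes with an adjusted p under 0.05 and no overlap between the arrays of both groups; not every such gene is named. Where none passed, the genes with the smallest p values in each direction are given, 2 per direction. Interactions need no such separation. The 4 members with the smallest p values of each list that was called could be named too, and Yp1, Yp2, Yp3, Fst and smp-30 were fixed whatever their values. The contrasts, lists, naming rule and most alternatives were fixed before the data were examined. The alternatives without both-sex arrays and with both 1g groups of the centrifuge as the reference were chosen after seeing the data.

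The procedure was tried on simulated arrays with the same design and variances. Of 100 genes moved by a log2 value of 2, limma found 92% to 100%, and of those moved by 1 between 46%, at 2g* against outside, and 97%, between the ages. Both sizes were moved together, which eases the adjusted threshold, so the shares would be lower where few genes change. With genes drawn independently of each other, which real lists are not, a list moved by 0.5 was found in 21 of 21 comparisons, and 1 of 651 other lists was called.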

Results

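The data were 50 arrays of adult Oregon R fruit flies from 3 ground facilities that alter gravity. In the random positioning machine (RPM, 14C), arrays labelled females were collected at 0g (n = 3) and at 1g outside (n = 3), and arrays labelled males at 0g (n = 4) and 1g outside (n = 3). Females in the magnetic levitator at 14C were collected at 0g*, 1g* and 2g* inside the field (n = 3 each) and outside it at 14C (n = 2) and 24C (n = 3). Further magnet runs of 80 h gave females inside the field at 14C, at 0g* (n = 2) and 1g* (n = 2), and outside it at 24C (n = 3). The large diameter centrifuge (LDC, 22C) gave females of 5 d and of 20 d, each at 2g (n = 4), in a rotational control at 1g (1g-rot, n = 2) and at 1g outside (n = 2). The titles call the replicates biological, and their number limits the precision of every comparison. Where leaving out arrays left 1 array in a group, that array was taken to vary like the other groups of the fit. Genes are named by symbol, differences are log2 values with their SE, and chromosome arms stand beside genes where few passed the test.

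Transcripts made in only 1 sex ran opposite to the sex labels of the RPM arrays. The 26 accessory gland and seminal fluid genes had array medians of 10.58 to 10.88 on the 6 arrays labelled females and 3.94 to 6.46 on the 7 labelled males. The 36 genes on the testis and sperm list, which also holds the muscle gene TpnC4, had medians of 7.66 to 8.48 and 3.88 to 5.24, in the same order. The 19 chorion and vitelline membrane genes, which build the eggshell, had medians of 4.66 to 6.91 on arrays labelled females and 9.28 to 11.16 on arrays labelled males. Across genes, the arrays labelled males correlated with the mean magnet and LDC array at 0.973 to 0.993, and those labelled females at 0.772 to 0.851. Transcripts of both sexes stood on 6 arrays: RPM labelled females 0g replicates 2 and 3 and 1g replicate 3, RPM labelled males 0g replicate 1, magnet 1g* replicate 1 and magnet 80 h 1g* replicate 1. The accessory gland median was 6.46, 7.42 and 6.99 on the last 3 of these, against 3.88 to 4.32 on the 35 other magnet and LDC arrays.

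Between the RPM arrays outside the machine, oocyte transcripts stood far higher on arrays labelled males than on arrays labelled females. osk, which sets up the posterior pole of the oocyte, rose by at least 8.35 (SE 1.05, n = 3 and 3), nanos by at least 7.35 (SE 0.80), orb by at least 6.60 (SE 0.70) and CG14545 by at least 7.24 (SE 0.88). The germline thioredoxin dhd rose by 8.24 (SE 0.98), CycB by 7.37 (SE 0.91), the chorion gene Cp36 by 7.81 (SE 0.87) and the yolk protein genes Yp2, Yp1 and Yp3 by 7.84 (SE 1.45), 6.87 (SE 1.69) and 6.80 (SE 1.37). Seminal fluid transcripts fell: the ejaculatory bulb genes Ebp and EbpII by at least 9.76 (SE 1.24) and 9.47 (SE 1.32), Acp53C14b by at least 9.05 (SE 1.08), Acp53C14a by at least 9.02 (SE 1.09), Acp98AB by at least 8.87 (SE 1.02), Acp36DE by at least 8.82 (SE 0.97), Acp53Ea by at least 8.76 (SE 1.03) and Mst57Da by at least 8.58 (SE 0.90). The sperm aminopeptidase gene S-Lap5 fell (-4.12, SE 0.18), Mst36Fa (-3.21, SE 0.15), the respiratory subunit paralogues COX6AL (-3.71, SE 0.14), Cyt-c1L (-3.63, SE 0.17) and ATPsynCF6L (by at least 4.11, SE 0.21), Fst (-1.53, SE 0.21), smp-30 (-1.80, SE 0.30) and the actin gene Act79B (-1.27, SE 0.15). A least value is given where the lower group stood at the background of plant control probes. It is the distance of the higher group from that background. The SE beside it, and the test, belong to the fitted difference, which is not given there.

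Of the 18769 probe sets, 5587 were higher and 4255 lower on the arrays labelled males (limma, adjusted p < 0.05), and no gene named here lost its call when an array was left out. Centring each array on its median gave 11024 higher and 2947 lower, as the array medians of the deposited values differed by -0.37 and centring removed this. The 3' minus 5' differences separated these groups, with 1.55 to 1.57 against 1.3 to 1.42 for GAPDH and 1.17 to 1.18 against 0.82 to 1.04 for eIF-4a. Among the lists, 25 of 26 accessory gland genes fell (25 adjusted over the list alone), with a median of -6.30, and 30 of 36 testis genes (32 over the list alone), median -3.79. All 19 chorion genes rose (19), median 5.27, as did all 6 yolk and female fat body genes (6), median 6.19, 30 of 32 germline genes (30), median 3.79, and all 24 replication and cell cycle genes (24), median 3.73. Of 79 oxidative phosphorylation genes 67 fell and 1 rose (68 and 1), and of 29 genes on the muscle list 20 fell and 1 rose (21 and 1). The 1 that rose, arg at 2.50 (SE 0.19), is the arginase gene and not a sarcomere gene. Each of these lists was called by camera with a preset correlation, from adjusted p = 2.6e-10 for accessory gland genes to adjusted p = 0.047 for yolk genes. None was called by camera with an estimated correlation (adjusted p = 0.66), while fry called 21 of the 32 lists between these labels, with a lowest adjusted p of 2.1e-06. The yolk list lost its camera call under repeated quantile normalization (adjusted p = 0.051), centring (0.14), the dim filter (0.067), and without labelled females 1g replicate 1 (0.054) or 2 (0.059) or labelled males 1g replicate 2 (0.056) or 3 (0.052).

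In the RPM arrays labelled females, eggshell and oocyte genes had higher values at 0g, beside the 2 arrays at 0g and the 1 at 1g with transcripts of both sexes. The vitelline membrane gene Vm34Ca differed by 2.94 (SE 1.16, n = 3 and 3), osk by 3.21 (SE 1.05), orb by 2.15 (SE 0.70), CycB by 2.76 (SE 0.91) and Cp36 by 2.16 (SE 0.87), all with adjusted p = 0.77. The smallest p values belonged to phol (0.78, SE 0.14), Ssdp (0.64, SE 0.12), lncRNA:CR31526 (-0.45, SE 0.10) and Zip102B (-1.11, SE 0.26), with the same adjusted p. By limma 0 probe sets changed, and 1219 had an unadjusted p under 0.05 where 938 were due by chance. Without 0g replicate 1, and without the arrays with transcripts of both sexes, the count was 1. Camera with the preset correlation called the germline list (median 0.64, adjusted p = 3.9e-09), replication list (0.75, 3.9e-09), chorion list (0.87, 0.0013) and testis list (-0.12, 0.0046), each with adjusted p = 0.84 with an estimated correlation and no member past the threshold, also over the list alone (0). Without the both-sex arrays, which leaves 1 array at 0g with its spread taken from the other groups, the medians were 0.13 (adjusted p = 0.39), 0.02 (0.86), -0.07 (0.16) and 0.03 (0.36). Without 0g replicate 2 alone, the germline median was 0.16, the replication median 0.13, the chorion median 0.21 (0.55) and the testis median 0.02 (0.16).

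In the RPM arrays labelled males, the postsynaptic adhesion gene Nlg2 (arm 2L) fell by 2.49 at 0g (SE 0.31, n = 4 and 3, adjusted p = 0.042). It was the only changed probe set (limma), 0 changed under repeated quantile normalization or with only the compared groups in the fit, 1077 had an unadjusted p under 0.05, and 0 of the other 2 Nlg2 probe sets passed. Without 0g replicate 1, 3 or 4 or 1g replicate 1 or 2 the count was 0, and leaving out the both-sex array also gave 0. The accessory gland genes had a median of 0.49 (camera, adjusted p = 9.4e-06, adjusted p = 0.76 with an estimated correlation), with Mst57Da at 1.39 (SE 0.84) and antr at 0.33 (SE 0.15). The testis genes had 0.30 (2.5e-04, 0.76 with an estimated correlation), with the sperm genes Mst87F at 1.07 (SE 0.51) and Mst98Ca at 1.15 (SE 0.56). Without 0g replicate 1, the array with male transcripts among female ones, these medians were 0.06 (adjusted p = 0.18) and 0.08 (0.085). The heat shock and chaperone genes had a median of -0.14 (0.0091, 0.76 with an estimated correlation, adjusted p = 0.054 without that array), with DnaJ-1 at -0.45 (SE 0.16) and Hsp68 at -0.29 (SE 0.13), and -0.25 to -0.12 with 1 array left out. The digestive enzyme genes had 0.18 (5.3e-04, 0.76 with an estimated correlation), with the trypsin gene lambdaTry at 0.32 (SE 0.11) and Ser8 at 0.45 (SE 0.17), and 0.09 to 0.23 with 1 array left out. No member of these lists passed the threshold, over all probe sets or over the list alone (0).

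No gene passed the test of the interaction between 0g and the RPM labels (labelled males minus labelled females). On simulated arrays where many genes moved at once, this test found 70% of those moved by 1. The share would be lower where few genes change. Nlg2 had an interaction of -2.28 (SE 0.45), CG13367 of -0.67 (SE 0.13), CG5043 of 0.74 (SE 0.14) and FarO, a fatty acyl-CoA reductase gene, of 0.68 (SE 0.15), all with adjusted p = 0.5. In the limma interaction test 0 probe sets passed and 1856 had an unadjusted p under 0.05. The germline list had a median interaction of -0.87 (camera, 4.1e-07), with orb at -2.44 (SE 0.96), and the accessory gland list 0.69 (1.8e-05), with Acp29AB at 0.73 (SE 0.42). Both lists had adjusted p = 0.65 with an estimated correlation, and 0 members passed, over the list alone too. Arrays with transcripts of both sexes stand in the 0g groups of both labels and in labelled females at 1g. The germline median was -0.36 without labelled females 0g replicate 2 and the accessory gland median 0.22 without labelled males 0g replicate 1. Without all the both-sex arrays they were -0.28 (adjusted p = 0.023) and 0.38 (9.3e-11), values that rest on 1 labelled females array at 0g with its spread taken from the other groups.

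**Figure D1:**
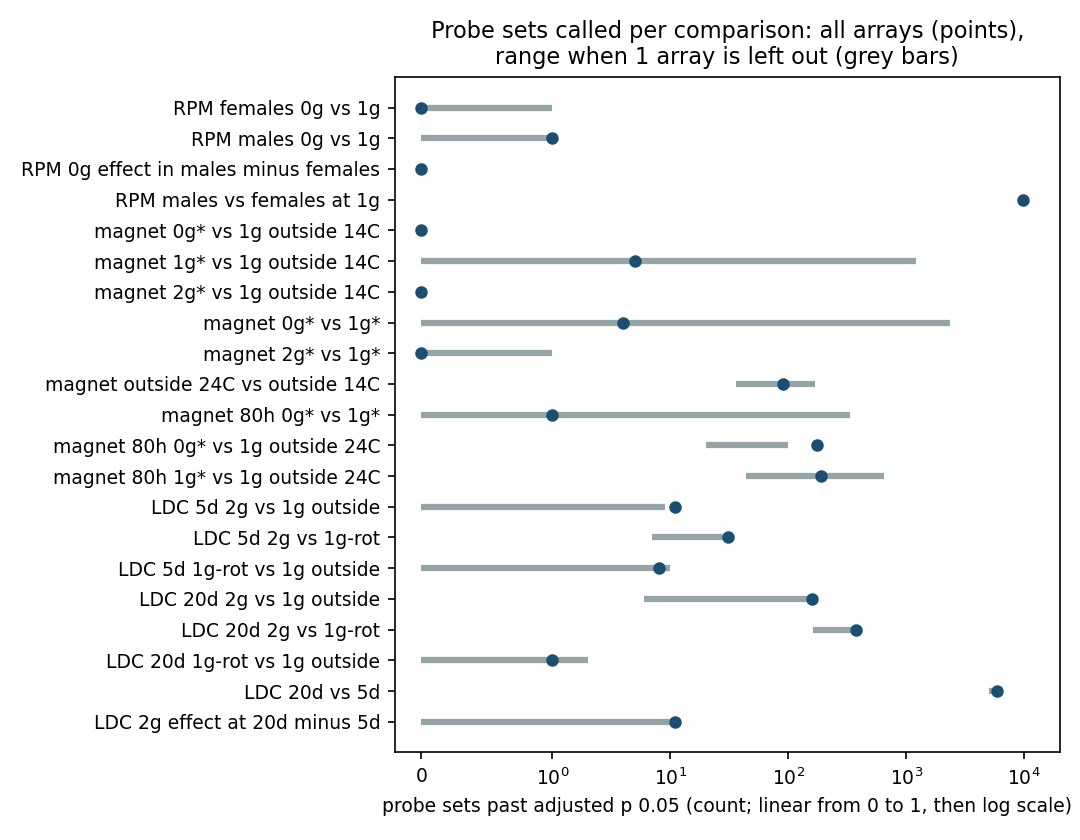
Changed probe sets in each comparison. The counts were 9842 between the RPM labels at 1g and 5873 between the ages in the centrifuge, and 377 or fewer elsewhere.

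Outside the magnet, transcripts of the eye were lower at 24C than at 14C. The arrestin genes Arr1 (-4.93, SE 0.23, n = 3 and 2, adjusted p = 1.6e-07) and Arr2 (-2.66, SE 0.20), which end the light response, fell. The eye protein kinase C gene inaC fell (-2.93, SE 0.25), the corneal lens gene retinin (-2.93, SE 0.30), the photoreceptor adhesion gene chp (-2.87, SE 0.21) and the visual G protein gene Gbeta76C (-2.62, SE 0.22). CG14125 fell (-4.54, SE 0.51), the larval serum protein gene Lsp2 (-3.83, SE 0.57), the odorant binding protein gene Obp44a (-3.31, SE 0.37), the neuropeptide-like gene Nplp3 (-3.19, SE 0.26) and the cuticle gene Cpr100A (-2.08, SE 0.38). The photoreceptor list had array medians of 5.62 to 5.86 at 24C and 6.51 to 8.66 on the other 47 arrays, and Arr1 lay at 5.66 to 6.4 against 9.20 to 12.01. The 3' minus 5' probe differences, a sign of RNA quality, separated the groups too: 1.9 to 2.05 at 24C against 1.66 to 1.87 at 14C for GAPDH, and 1.25 to 1.31 against 1 to 1.22 for eIF-4a.

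In all, 0 probe sets rose and 90 fell, and 1444 had an unadjusted p under 0.05 (limma). The count was 36 without 14C replicate 2, 52 without 24C replicate 3 and 167 without 24C replicate 2. Lsp2 had adjusted p = 0.069 without 14C replicate 1, and Cpr100A lost its call without 14C replicate 1 or 2 or 24C replicate 1 or 3. The array named 24C replicate 1 carries 24C in its title and 14C among its characteristics. Placed with the 14C group it left 0 changed. Its photoreceptor median was 5.62, beside 5.86 and 5.765 on the other 24C arrays and 7.485 and 7.5 on the 14C arrays. That placing therefore puts an array with low eye transcripts into the reference. Of 20 photoreceptor genes 10 fell (13 over the list alone), with a median of -1.31 (camera, adjusted p = 1.2e-29). This was the only one of 227 list calls that held with an estimated correlation (adjusted p = 0.017). Of 106 cuticle genes 1 fell (6), with a median of -0.16 (2.2e-08, adjusted p = 0.54 with an estimated correlation), -0.04 without 14C replicate 2 and -0.27 without 14C replicate 1. Of 43 digestive enzyme genes 0 passed (10 fell over the list alone), with a median of -0.28 (9.4e-09, 0.54 with an estimated correlation) and the maltase gene Mal-A4 at -1.79 (SE 0.36). Its median was -0.50 without 14C replicate 1, -0.51 without 24C replicate 2 and -0.14 without 24C replicate 1. Of 33 neuronal genes 0 passed (1), with a median of -0.15 (0.0027, 0.6 with an estimated correlation; -0.26 to -0.09 with 1 array left out), the sodium pump gene nrv3 at -1.10 (SE 0.28), adjusted p = 0.056 without 14C replicate 2 and 0.28 without 24C replicate 1. Without 24C replicate 2, Mal-A4 (0.0098) and nrv3 (0.02) passed the threshold. With 24C replicate 1 among the 14C arrays, the digestive median was 0.06 and the neuronal median 0.02.

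**Figure D2:**
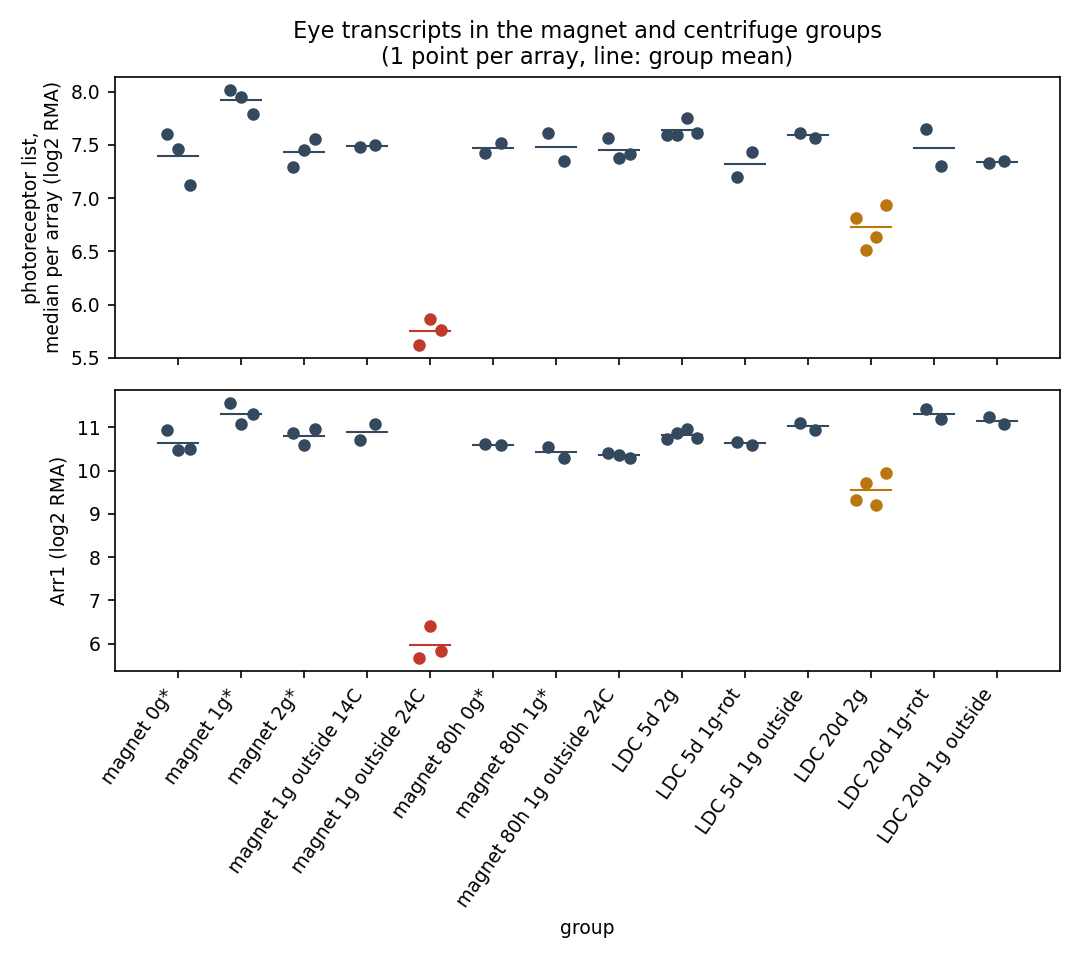
Photoreceptor genes in the magnet and the centrifuge. The list median was -1.31 between 24C and 14C outside the magnet and -0.59 between 2g and 1g outside at 20 d.

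At 0g* in the magnet no gene changed against flies outside at 14C. CG15719 differed by 0.58 (SE 0.15, n = 3 and 2), CG31760 by 0.60 (SE 0.15), CG12934 by -0.65 (SE 0.16) and dyl was lower by at least 0.37 (SE 0.23), all with adjusted p = 1. By limma 0 probe sets passed and 571 had an unadjusted p under 0.05. The GAPDH 3' minus 5' difference was 1.9 to 2.03 at 0g* against 1.66 to 1.87 outside, without overlap. The Osiris family had a median of -0.23 (camera, 6e-05, adjusted p = 0.85 with an estimated correlation), with Osi9 at -0.51 (SE 0.16) and Osi20 at -0.71 (SE 0.25), and -0.31 to -0.10 with 1 array left out. It lost its call under quantile normalization (adjusted p = 0.071) and without outside replicate 1 (-0.14, 0.062). The digestive list had 0.13 (0.045, 0.99 with an estimated correlation), with Mal-A4 at 0.97 (SE 0.36) and LysX at 1.04 (SE 0.43). Its median was -0.01 (adjusted p = 0.5) without 0g* replicate 1, 0.14 (0.2) without 0g* replicate 2 and 0.06 (0.88) without outside replicate 1, and quantile normalization (0.12), centring (0.053) and the array letter (0.11) also ended the call. No member of either list passed (0 over the list alone).

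At 2g* no gene changed either. The amylase-related gene Amyrel differed by 1.57 (SE 0.27, n = 3 and 2, adjusted p = 0.38), the gluconeogenesis gene Pepck1 by 1.45 (SE 0.27, 0.55), IntS4 by -0.68 (SE 0.15, 0.81) and the citrate lyase gene ATPCL by -0.63 (SE 0.14, 0.81). By limma 0 probe sets passed and 802 had an unadjusted p under 0.05. The eIF-4a 3' minus 5' difference was 1.39 to 1.88 at 2g* against 1 to 1.22 outside, without overlap. The digestive list had a median of 0.25 (camera, 0.034, adjusted p = 0.98 with an estimated correlation), with Mal-A4 at 1.20 (SE 0.36) and Mal-A3 at 1.16 (SE 0.39). The glycolysis list had 0.11 (0.027, 0.98 with an estimated correlation), with the hexokinase gene Hex-A at 0.44 (SE 0.21) and Treh at 0.33 (SE 0.16). Both had 0 members past the threshold, also over the list alone. The digestive list was not called without 2g* replicate 2 (0.18, 0.071), 2g* replicate 3 (0.13, 0.48) or outside replicate 1 (0.03, 0.99), nor with the array letter (0.089). The glycolysis list was not called without these arrays (0.071, 0.29 and 0.67) or with the letter (0.065), and its median was 0.04 to 0.21 with 1 array left out.

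At 1g* inside the field, the stress gene TotC (arm 3R) rose by 4.6 against flies outside (SE 0.65, n = 3 and 2, adjusted p = 0.047). The cathepsin-like gene CtsL3 (3R) rose by 1.55 (SE 0.23) and the Pax6 gene toy (chromosome 4) by 1.49 (SE 0.22), where 1 of 2 other toy probe sets had the opposite sign. Eggshell genes had lower values at 1g*, such as Vm32E (-2.92, SE 0.65) and Vm34Ca (-1.89, SE 0.42), and muscle and nerve genes higher values, such as Msp300 (1.06, SE 0.25), Sh (0.93, SE 0.22) and elav (0.97, SE 0.23). The chorion medians were 6.10 and 6.12 on 1g* replicates 1 and 3, 10.23 on replicate 2 and 11.13 to 11.22 outside. By limma 5 probe sets rose, 0 fell and 3486 had an unadjusted p under 0.05. Without 1g* replicate 2 the count was 1211, with Vm32E (adjusted p = 0.036), Vm34Ca (0.035), Msp300 (0.033), Sh (0.041) and elav (0.045) past the threshold. It was 1 without 1g* replicate 1, 1g* replicate 3 or outside replicate 2, and 0 without outside replicate 1. TotC, CtsL3 and toy lost their calls in each of these 4 fits.

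By camera the chorion list had a median of -2.92 (adjusted p = 1.8e-07; 6 fell over the list alone), the muscle list 0.59 (1.8e-07; 1 rose) and the neuronal list 0.50 (2.8e-07; 5 rose), each with adjusted p = 0.47 with an estimated correlation. Leaving out 1 array at a time gave medians of -4.01 to -2.29, 0.32 to 0.85 and 0.35 to 0.58. The accessory gland list had 0.89 (2.2e-04, 0 over the list alone, 0.47 with an estimated correlation), with Mst57Dc at 1.49 (SE 0.61), and -0.02 (0.88) without 1g* replicate 1, the array with transcripts of both sexes. In all 4 lists 0 members passed among all probe sets. They are only some of the lists that moved, as camera called 21 of the 32 here.

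Between 0g* and 1g* in the field, CG13998 (2L) rose by 1.47 at 0g* (SE 0.18, n = 3 and 3, adjusted p = 0.03) and CG11523 (3L) by 1.26 (SE 0.18). CG32523 (X) fell (-1.47, SE 0.21). Vm32E differed by 3.41 (SE 0.59), Msp300 by -0.95 (SE 0.22) and the visual scaffold gene inaD by -0.92 (SE 0.15), each with adjusted p = 0.13. By limma 2 probe sets rose and 2 fell, 2 and 1 under quantile normalization, 4317 had an unadjusted p under 0.05 and the array medians of the deposited values differed by -0.11. Without 1g* replicate 2 the count was 2359, with Vm32E (0.021), Msp300 (0.022) and inaD (0.021) past the threshold. It was 2 without 0g* replicate 2, where CG13998 stayed past it, and 0 without 0g* replicate 1 or 3 or 1g* replicate 1 or 3, where the 3 genes lost their calls. It was also 0 with only the compared groups in the fit and without the both-sex array.

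By camera the muscle list had a median of -0.78 at 0g* (7.4e-10; 15 fell over the list alone), the replication list 0.91 (6e-09; 23 rose), the chorion list 2.73 (1.6e-07; 10 rose) and the photoreceptor list -0.71 (1.6e-07; 15 fell, 1 rose), each with adjusted p = 0.39 with an estimated correlation. Leaving out 1 array at a time gave medians of -0.96 to -0.62, 0.49 to 1.28, 2.04 to 3.69 and -0.86 to -0.57. Among their members CycB stood at 0.78 (SE 0.22), chp at -0.95 (SE 0.18) and the alpha-actinin gene Actn at -0.75 (SE 0.19). Without 1g* replicate 2 these 3 passed the threshold (0.021, 0.021 and 0.023). The accessory gland list had -0.91 (3.9e-05, 0 over the list alone, 0.39 with an estimated correlation), and -0.07 (adjusted p = 0.32) without 1g* replicate 1. In all 5 lists 0 members passed among all probe sets. Camera called 20 of the 32 lists in this comparison, so these are only some of the lists that moved.

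**Figure D3:**
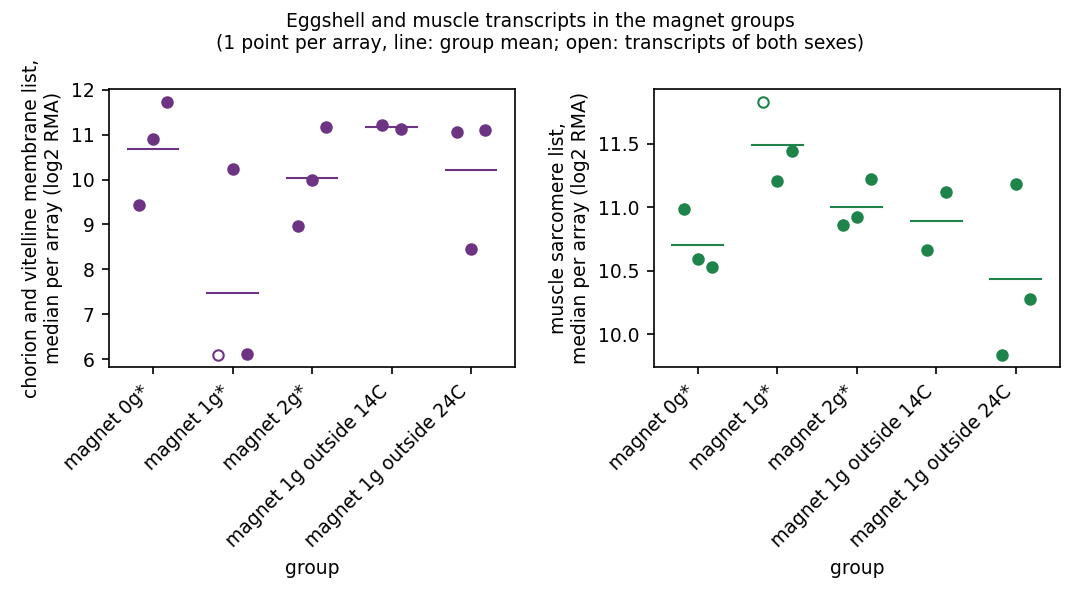
Array medians of chorion and muscle genes in the magnet. The chorion median was 6.10, 10.23 and 6.12 on the 1g* arrays and 9.43 to 11.73 at 0g*, and the muscle median 11.21 to 11.83 and 10.53 to 10.99.

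Between 2g* and 1g*, where the eIF-4a difference was 1.39 to 1.88 against 1.14 to 1.3, CG42382 differed by 0.80 (SE 0.17, n = 3 and 3), CG13138 by 1.13 (SE 0.24), CG6867 by -1.26 (SE 0.23) and the spermathecal endopeptidase gene Send2 by -2.55 (SE 0.49), all with adjusted p = 0.32. By limma 0 probe sets changed and 2684 had an unadjusted p under 0.05. Without 1g* replicate 2 the count was 1 and Send2 passed (0.012). The replication list had a median of 0.88 (camera, 3.4e-11, 19 rose over the list alone, adjusted p = 0.52 with an estimated correlation), with CycB3 at 1.30 (SE 0.39). The chorion list had 1.85 (9.6e-07, 0 over the list alone, 0.52 with an estimated correlation), with Cp36 at 3.79 (SE 1.62), and the muscle list -0.40 (4.4e-06, 0 over the list alone, 0.54 with an estimated correlation), with the calcium release channel gene RyR at -0.62 (SE 0.25). No member passed among all probe sets. In this comparison camera called 17 of the 32 lists, not all of which are described. The accessory gland list had -0.83 (2e-06, 0 over the list alone, 0.52 with an estimated correlation), and 0.05 (0.88) without 1g* replicate 1, the array with transcripts of both sexes. Without that array the replication, chorion and muscle medians were 0.43, 1.16 and -0.23, and without 1g* replicate 2 they were 1.26, 3.40 and -0.56.

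After 80 h in the magnet, genes of gut proteases were lower inside the field at 14C than outside at 24C, and some cuticle genes were higher at 0g*. Field and temperature differ together in the comparisons with outside, so neither can be given as the reason. At 0g* the Tweedle cuticle genes TwdlN, TwdlB and TwdlL rose by 2.70 (SE 0.45, n = 2 and 3), at least 2.13 (SE 0.37) and 1.69 (SE 0.26), and Cpr47Eg by 2.52 (SE 0.36). CG18649 rose by at least 2.89 (SE 0.26), CG13315 by 1.78 (SE 0.17), the P450 gene Cyp4e3 by 1.63 (SE 0.24) and the Z-disc gene Zasp66 by 0.97 (SE 0.15). The sterol binding gene Npc2e fell (-2.39, SE 0.24), CG4440 (-2.36, SE 0.30), CG10910 (-2.24, SE 0.24), the Bearded family gene Tom (-2.05, SE 0.33) and Cpr72Ec (-1.91, SE 0.33). The trypsin gene thetaTry fell (-1.91, SE 0.19) and so did the Jonah protease genes Jon25Bi (-1.78, SE 0.19), Jon65Aii (-1.77, SE 0.19) and Jon25Bii (-1.67, SE 0.18). The 80 h arrays had eIF-4a differences between 3' and 5' probes of 2.43 to 3.34, against 1.88 or less on all others. Among them 0g* stood at 2.43 to 2.58, outside at 2.61 to 2.92 and 1g* at 2.69 to 3.34. By this measure RNA quality moves with the comparisons of 0g*. The GAPDH differences of these groups overlapped, with 1.94 to 2.93 at 0g*, 2.11 to 2.56 outside and 2.24 to 2.75 at 1g*.

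At 0g* 77 probe sets rose and 97 fell (limma), 54 and 113 with centred arrays, and 2092 had an unadjusted p under 0.05. The count was 90 and 20 without 0g* replicates 1 and 2, and 36, 100 and 54 without outside replicates 1, 2 and 3. Without 0g* replicate 2, Cpr47Eg, CG13315, Cyp4e3, CG4440, Tom and thetaTry were the genes named here that stayed past the threshold. TwdlN, TwdlB, TwdlL and Cpr47Eg lost their calls without 0g* replicate 1 or outside replicate 1 or 3, CG4440 without 0g* replicate 1, Tom and Cpr72Ec without 0g* replicate 1 or outside replicate 1 or 2, Tom also without outside replicate 3 and Cyp4e3 without each outside array in turn. Of 43 digestive genes 5 fell (15 fell and 3 rose over the list alone), with a median of -0.22 (camera, 3.1e-09, adjusted p = 0.45 with an estimated correlation), and -0.51 to -0.17 with 1 array left out. Of 106 cuticle genes 5 rose and 2 fell (14 and 3), with a median of 0.15 (0.021, 0.56 with an estimated correlation; 0.04 to 0.22 with 1 array left out), and adjusted p = 0.44 without 0g* replicate 2 and 0.084 without outside replicate 1. Of 29 muscle genes 1 rose (7 rose and 2 fell), with a median of 0.23 (0.021, 0.86 with an estimated correlation; 0.15 to 0.32 with 1 array left out), and adjusted p = 0.49 without 0g* replicate 1 and 0.11 without outside replicate 2.

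At 80 h of 1g* against outside, CG4066 rose by 2.08 (SE 0.15, n = 2 and 3, adjusted p = 0.0035), Osi15 by at least 2.03 (SE 0.35), CG12506 by at least 1.80 (SE 0.36), CG18649 by at least 1.65 (SE 0.26) and the Bomanin immune gene BomBc2 by 1.57 (SE 0.23). Cpr72Ec fell (-2.19, SE 0.33), Npc2e (-2.04, SE 0.24), CG32444 (-2.04, SE 0.17), and the protease genes Jon66Ci (-2.15, SE 0.30), Jon25Bi (-1.69, SE 0.19), Jon65Aii (-1.67, SE 0.19) and Jon25Bii (-1.35, SE 0.18). By limma 87 probe sets rose and 103 fell, 58 and 145 with centred arrays, and 2667 had an unadjusted p under 0.05. The count was 69 and 650 without 1g* replicates 1 and 2, and 44, 86 and 63 without outside replicates 1, 2 and 3. CG4066, Npc2e, CG32444, Jon25Bi and Jon65Aii stayed past the threshold in each of these fits, and without outside replicate 1 no other gene named here did. Osi15 and BomBc2 lost their calls in all but the fit without 1g* replicate 2, CG18649 without 1g* replicate 1, Cpr72Ec without 1g* replicate 1 or outside replicate 2, CG12506 without outside replicate 2 or 3, and Jon66Ci and Jon25Bii without outside replicate 3. Of 43 digestive genes 7 fell (15 over the list alone), with a median of -0.49 (camera, 7.8e-12, adjusted p = 0.43 with an estimated correlation), and -0.50 to -0.32 with 1 array left out. The neuronal list had 0.25 (0.0011, 0 over the list alone, 0.43 with an estimated correlation), with Sh at 0.95 (SE 0.22). The accessory gland list had 1.03 (3.1e-04, 0 over the list alone, 0.86 with an estimated correlation), with Dup99B at 2.57 (SE 0.95), and -0.01 (0.94) without 1g* replicate 1, the array with transcripts of both sexes. With that array as the only one at 1g*, and its spread taken from the other groups, Dup99B stood at 4.76 (adjusted p = 9.6e-07).

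Between 0g* and 1g* at 80 h, where the eIF-4a difference was 2.43 to 2.58 against 2.69 to 3.34, CG4066 (3R) fell (-1.92, SE 0.16, n = 2 and 2, adjusted p = 0.016), and the chorion gene Cp38 differed by -1.62 (SE 0.28, adjusted p = 0.32). By limma 0 probe sets rose and 1 fell, and 1299 had an unadjusted p under 0.05. The count was 0 without 1g* replicate 1, 3 without 0g* replicate 2 and 336 without 1g* replicate 2, and CG4066 also lost its call without 0g* replicate 1. It was 0 with only the compared groups in the fit. The chorion list had a median of -0.71 (camera, 1.5e-07, 5 fell over the list alone, adjusted p = 0.44 with an estimated correlation, 0.1 in a fit of all 50 arrays). The accessory gland list had -0.94 (8.5e-06, 0 over the list alone, 0.77 with an estimated correlation), with Acp36DE at -2.61 (SE 1.14), and -0.72 (0.082) without 0g* replicate 1 and -0.02 (0.56) without 1g* replicate 1. With 1g* replicate 1, which carries transcripts of both sexes, as the only array at 1g* and its spread taken from the other groups, Acp36DE stood at -5.02 (adjusted p = 5.7e-07).

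In the centrifuge the 2g arrays carry the array letters V, X, Y and Z at both ages, and the 1g arrays Q and R. What the letter marks could therefore not be told from 2g. At 5 d, the metallothionein gene MtnD fell by 1.75 at 2g against 1g outside (SE 0.23, n = 4 and 2, adjusted p = 0.0094). The chemosensory genes CheA87a (-1.46, SE 0.16) and CheA84a (-0.83, SE 0.13) fell, as did the odorant binding protein gene Obp49a (-1.20, SE 0.19), CG14186 (-1.02, SE 0.16), the acyl-CoA synthetase gene Acsx3 (-0.99, SE 0.16) and the Hsp40 chaperone gene DnaJ-1 (-0.69, SE 0.10). CG17752 and CG9458 (both 3R) rose by 0.84 (SE 0.14) and 0.76 (SE 0.12). By limma 2 probe sets rose and 9 fell, 3 and 7 with centred arrays, and 735 had an unadjusted p under 0.05. It was 1 with only the compared groups in the fit. Without outside replicate 1 the count was 0, without outside replicate 2 it was 3, with CheA87a and CheA84a left of these genes. It was 7, 4 and 4 without 2g replicates 1, 2 and 3, and without replicate 2 or 3 only MtnD and CheA87a were left. Without 2g replicate 1 the genes lost were CG17752, Obp49a, Acsx3 and CheA84a, and without replicate 4, where the count was 9, CG9458, Obp49a and Acsx3. Of 15 heat shock genes 1 fell (4 over the list alone), with a median of -0.12 (camera, 2.7e-05, adjusted p = 0.52 with an estimated correlation). The oxidative phosphorylation list had -0.11 (3.6e-06, 0 over the list alone, 0.76 with an estimated correlation), with ND-39 at -0.26 (SE 0.12), -0.15 to -0.07 with 1 array left out and -0.03 (0.6) with both 1g groups as the reference.

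Against the rotational control at 5 d, CG10513 rose by 1.13 at 2g (SE 0.15, n = 4 and 2), CG13315 by 1.07 (SE 0.11), CG7720 by 1.01 (SE 0.13), CG17752 by 0.87 (SE 0.14), CG9458 by 0.71 (SE 0.12) and the clock gene per by 0.66 (SE 0.10). TwdlB fell by at least 2.29 (SE 0.29), CG17290 by at least 1.69 (SE 0.29), and so did CG13679 (-1.74, SE 0.18), CG14568 (-1.32, SE 0.13) and DnaJ-1 (-0.92, SE 0.10). TwdlB, CG17290, CG13679 and CG14568 also rose in the rotational control against outside, by at least 2.33 (SE 0.33, n = 2 and 2), at least 1.73 (SE 0.34), 1.82 (SE 0.21) and 1.27 (SE 0.15), with CG32266 at 1.00 (SE 0.14), CG14565 at 0.55 or more (SE 0.16) and CG42819 at 0.96 (SE 0.15). For CG13679, 1 of 2 other probe sets had the opposite sign against the rotational control. By limma 9 probe sets rose and 22 fell at 2g against 1g-rot (1405 at an unadjusted p under 0.05), and 8 rose and 0 fell in 1g-rot against outside (1222), where GAPDH had 3' minus 5' differences of 1.64 to 1.68 against 1.58 to 1.62. The former count was 7 without 1g-rot replicate 2, where CG10513, CG17752, CG9458 and per lost their calls. CG7720, CG9458 and per lost theirs without 1g-rot replicate 1, and CG17752 without 2g replicate 3. The latter count was 0 without outside replicate 1, 1 without outside replicate 2 (0 of the 7 genes left), and 2 without 1g-rot replicate 2 (TwdlB and CG13679 left). CG17290 and CG42819 lost their calls without 1g-rot replicate 1.

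Of 15 heat shock genes 1 fell at 2g against 1g-rot (6 over the list alone), with a median of -0.34 (camera, 2.6e-09, adjusted p = 0.082 with an estimated correlation), -0.37 to -0.20 with 1 array left out, and Hsp68 at -1.07 (SE 0.21), which passed without 2g replicate 3 (0.0037) and under both other scalings (0.042 and 0.033). The lipid synthesis list had 0.22 (1.4e-05, 0 over the list alone, 0.082 with an estimated correlation), with the malic enzyme gene Men at 0.35 (SE 0.12). In the clock list 1 of 15 genes rose (3), with a median of 0.25 (0.04, 0.54 with an estimated correlation) and vri at 0.75 (SE 0.18). The median was 0.15 to 0.30 with 1 array left out, and the call was lost without 2g replicate 1 (0.075), 2g replicate 3 (0.14) or 1g-rot replicate 1 (0.42), under quantile normalization (0.084) and with the mean of all probe sets (0.05). In 1g-rot against outside, the oxidative phosphorylation list had -0.16 (3e-09, 0 over the list alone), with ND-B8 at -0.61 (SE 0.23), and the muscle list -0.34 (1.4e-08, also 0), with TpnC41C at -0.62 (SE 0.19), both with adjusted p = 0.49 with an estimated correlation.

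At 20 d, transcripts of the eye were lower at 2g than at 1g outside, again between arrays of different letters. Arr1 fell (-1.61, SE 0.17, n = 4 and 2, adjusted p = 0.0012), Gbeta76C (-1.29, SE 0.18), Arr2 (-1.28, SE 0.18) and the carotenoid oxygenase gene ninaB (-0.78, SE 0.13). Obp44a fell (-2.27, SE 0.27), Obp56a (-1.49, SE 0.23), the calcium binding gene Scp2 (-1.44, SE 0.21) and the P450 genes Cyp313a1 (-2.10, SE 0.28) and Cyp4d21 (-1.79, SE 0.37). CG8343 rose by 1.41 (SE 0.21), CG12065 by 1.20 (SE 0.14), l(1)G0320 by 1.15 (SE 0.14), the histone methyltransferase gene Set8 by 1.11 (SE 0.25), CG3457 by 1.09 (SE 0.14), CG4928 by 1.08 (SE 0.16), Drep2 by 1.07 (SE 0.20), the mitochondrial chaperone gene Roe1 by 1.06 (SE 0.12) and the protease genes Jon74E and lambdaTry by 0.60 (SE 0.13) and 0.50 (SE 0.11). The array medians of the photoreceptor list were 6.51 to 6.94 at 2g and 7.30 to 7.65 in both 1g groups. The eIF-4a 3' minus 5' difference also separated these arrays, with 0.99 to 1.26 at 2g, 0.79 to 0.81 outside and 0.62 to 0.67 in the rotational control. GAPDH was lower in the rotational control as well (1.31 to 1.39 against 1.5 to 1.83 at 2g), but outside it overlapped with 2g (1.56 to 1.65).

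By limma 95 probe sets rose and 65 fell against outside, 34 changed with only the compared groups in the fit, and 2010 had an unadjusted p under 0.05. Without outside replicate 1 the count was 6, and Arr1 and CG8343 were the only genes named here still past the threshold. It was 41 without outside replicate 2, where CG8343, Set8, Drep2, Cyp4d21, Scp2, Jon74E and lambdaTry lost their calls, and 96 and 88 without 2g replicates 2 and 3. Jon74E was lost without 2g replicate 1, 2 or 3, Cyp4d21 without 1 or 2, Set8 without 1 or 3 and lambdaTry without each of the 4 in turn. With both 1g groups as the reference 647 changed. Of 20 photoreceptor genes 7 fell (11 over the list alone), with a median of -0.59 (camera, 6.7e-15, adjusted p = 0.065 with an estimated correlation), and of 43 digestive genes 2 rose (7), with a median of 0.23 (4.9e-04, 0.97 with an estimated correlation).

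Against the rotational control at 20 d, the arrestin genes Arr1 (-1.76, SE 0.17, n = 4 and 2) and Arr2 (-1.61, SE 0.18) fell at 2g, as did Gbeta76C (-1.51, SE 0.18), inaD (-1.30, SE 0.20), Obp44a (-2.08, SE 0.27), Cyp313a1 (-1.51, SE 0.28), the ring canal gene kel (-1.5, SE 0.25) and DnaJ-1 (-0.82, SE 0.10). The chorion gene Cp19 rose by 5.77 (SE 1.22), CG4928 by 1.49 (SE 0.16), CG8343 by 1.47 (SE 0.21), CG4666 by 1.30 (SE 0.18), orb by 0.98 (SE 0.22), Jon74E by 0.86 (SE 0.13), Ser12 by 0.79 (SE 0.16) and lambdaTry by 0.47 (SE 0.11). The chorion medians of the rotational control arrays were 5.56 and 8.05. By limma 249 probe sets rose and 128 fell, 0 and 0 with only the compared groups in the fit, 202 and 179 under quantile normalization and 320 and 100 with centred arrays, and 3043 had an unadjusted p under 0.05. The count was 203 without 2g replicate 3, 220 without 1g-rot replicate 1 and 161 without 1g-rot replicate 2. Cp19 lost its call in these 3 fits (adjusted p = 0.064, 0.12 and 0.11), as did orb, which was also lost without 2g replicate 1. Ser12 was lost without 2g replicate 3 or 1g-rot replicate 1, kel and inaD without 1g-rot replicate 1, Cyp313a1 without 1g-rot replicate 2 and lambdaTry without each of the 6 arrays in turn.

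Of 20 photoreceptor genes 9 fell against 1g-rot (14 over the list alone), with a median of -0.54 (camera, 3.2e-14, adjusted p = 0.076 with an estimated correlation), and of 15 heat shock genes 1 fell (4), with a median of -0.19 (2.9e-04, 0.59 with an estimated correlation). Of 43 digestive genes 3 rose (4 rose and 1 fell), with a median of 0.17 (0.027, 0.95 with an estimated correlation), 0.07 to 0.23 with 1 array left out, and the call was lost under quantile normalization (0.077), centring (0.059) and a fit of all 50 arrays (0.077), and without 2g replicate 2 (0.14) or 1g-rot replicate 1 (0.83). Of 19 chorion genes 1 rose (1), with a median of 1.15 (0.019, 0.95 with an estimated correlation), 1.13 (0.06) without 2g replicate 2, 0.05 (0.96) without 1g-rot replicate 1 and adjusted p = 0.064 with centred arrays.

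Between the rotational control and outside at 20 d, Obp56a (2R) fell (-1.94, SE 0.26, n = 2 and 2, adjusted p = 0.034). It was the only changed probe set (limma), 0 changed under repeated quantile normalization or with only the compared groups in the fit, 818 had an unadjusted p under 0.05, the call was lost without each of the 4 arrays in turn, and the count was then 0, or 2 without 1g-rot replicate 2. The 3' minus 5' differences separated the groups too, with 1.31 to 1.39 against 1.56 to 1.65 for GAPDH and 0.62 to 0.67 against 0.79 to 0.81 for eIF-4a. The chorion list had a median of -0.72 (camera, 8.8e-04, 0 over the list alone, adjusted p = 0.85 with an estimated correlation), with Cp19 at -4.56 (SE 1.41), 0.38 (0.96) without 1g-rot replicate 1 and -0.20 (0.61) without outside replicate 2. The heat shock list had 0.15 (8.8e-04, 1 rose over the list alone, 0.85 with an estimated correlation), with DnaJ-1 at 0.44 (SE 0.12), and was not called without 1g-rot replicate 2 (0.14, 0.094) or outside replicate 2 (0.12, 0.14).

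The effect of 2g against outside differed between 20 d and 5 d for Arr1, with an interaction of -1.42 (SE 0.24, n = 4, 2, 4 and 2, adjusted p = 0.049). It was positive for CG8343 (1.76, SE 0.29), CG15617 (1.56, SE 0.23), CG4928 (1.31, SE 0.22), Roe1 (1.31, SE 0.17, adjusted p = 0.033), CG34330 (1.25, SE 0.18), CG12065 (1.24, SE 0.20), CG32024 (1.19, SE 0.20) and l(1)G0320 (1.16, SE 0.20). In the interaction test 10 probe sets were higher and 1 lower (limma), 0 and 0 under repeated quantile normalization, 10 and 4 with centred arrays, and 1424 had an unadjusted p under 0.05. With all 50 arrays in the same fit 0 were higher and 4 lower, and without 20 d 2g replicate 4 these were 5 and 7. The count was 0 without 5 d 2g replicate 1 or 2, 20 d 2g replicate 3 or each of the 4 outside arrays in turn, and all 9 genes lost their calls. It was 3 without 5 d 2g replicate 3 (Roe1, CG34330 and CG32024), 1 without replicate 4 (Roe1) and 7 without 20 d 2g replicate 2, where CG4928, CG12065, l(1)G0320 and Arr1 lost theirs. Without 20 d 2g replicate 1, CG8343, CG4928, CG32024 and Arr1 were lost, and without replicate 4 CG8343, CG4928, CG12065, CG32024 and l(1)G0320. Of 20 photoreceptor genes 1 passed (9 over the list alone), with a median of -0.46 (camera, 8.5e-12, adjusted p = 0.14 with an estimated correlation). The oxidative phosphorylation list had 0.17 (3.5e-06, 3 over the list alone, 0.87 with an estimated correlation), with ATPsynB at 0.73 (SE 0.14). The digestive list had 0.29 (0.0028, 1 over the list alone, 0.87 with an estimated correlation), with Jon74E at 0.78 (SE 0.18), a median of 0.14 to 0.34 with 1 array left out, and adjusted p = 0.097 without 5 d outside replicate 1.

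Between 5 d and 20 d in the centrifuge, averaged over the 3 gravity groups, immune genes rose. The attacin gene AttD rose by 6.38 (SE 0.81, n = 8 and 8), which is not an exact value, since it stood within background on 6 of the 8 arrays at 5 d. The gene edin rose by 5.56 (SE 0.75), the diptericin gene DptB by 4.86 (SE 0.66), CG14499 by 4.84 (SE 0.30), the lysozyme gene LysX by 4.72 (SE 0.25), CG8353 by 4.42 (SE 0.14) and CG43064 by 4.38 (SE 0.13). Muscle genes fell, among them flightin (fln, -4.36, SE 0.12), TpnC4 (-3.97, SE 0.20), Act79B (-3.25, SE 0.10) and the calcium pump gene SERCA (-2.86, SE 0.07), where 2 other SERCA probe sets also fell. CG7203 fell (-5.64, SE 0.19), Nplp3 (-5.23, SE 0.13), CG17192 (-5.05, SE 0.28), CG7214 (-4.83, SE 0.29), the gut lipase gene mag (-4.35, SE 0.17) and retinin (-4.33, SE 0.11). The respiratory genes COX7AL2 (-2.87, SE 0.11), SdhB (-1.23, SE 0.06) and ATPsynB (-1.07, SE 0.06) fell. By limma 2558 probe sets rose and 3315 fell, 7158 had an unadjusted p under 0.05, and every gene named here kept its call whichever array was left out.

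Of 18 antimicrobial genes 14 rose and 2 fell (15 and 2 over the list alone), with a median of 1.93, Drsl2 (3.11, SE 0.16) and PGRP-LF (1.85, SE 0.18) up, and Drsl4 (-2.41, SE 0.15) and Drsl5 (-1.32, SE 0.12) down. Of 79 oxidative phosphorylation genes 58 fell (58), median -0.61, and of 29 muscle genes 24 fell and 2 rose (24 and 3), median -1. All 24 replication genes fell (24), median -0.79, among them Prim2 (-1.19, SE 0.13) and Mcm2 (-0.84, SE 0.11), and 25 of 32 germline genes fell and 1 rose (26 and 2), median -0.77, with orb at -1.17 (SE 0.13). Of the 83 genes on the cytochrome P450 list, which also holds the cyclophilin genes Cyp1 and Cyp40, 30 rose and 16 fell (34 and 18). Their median was 0.10, with Cyp304a1 up by 2.36 (SE 0.12). Of 35 UDP-glycosyltransferase genes 16 rose and 4 fell (16 and 4), median 0.22 (0.14 to 0.29 with 1 array left out), with Ugt36A1 up by 1.35 (SE 0.08). Of 20 photoreceptor genes 10 fell and 2 rose (10 and 3), median -0.28 (-0.36 to -0.18 with 1 array left out). Yp3 fell (-0.47, SE 0.12) and smp-30 (-0.75, SE 0.13). The 8 lists were called by camera with the preset correlation, from adjusted p = 2.5e-19 for oxidative phosphorylation to adjusted p = 0.0091 for the P450 list. With an estimated correlation camera called none of them (adjusted p = 0.47 to 0.53). By fry 17 of the 32 lists were called between the ages, with a lowest adjusted p of 7.1e-08.

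**Figure D4:**
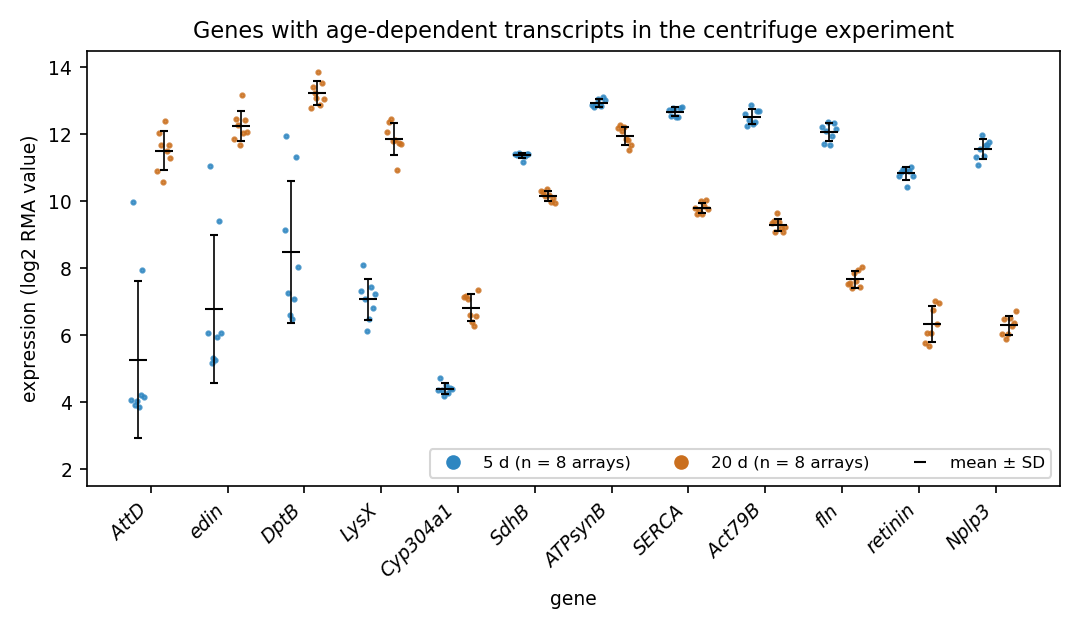
Genes that changed between 5 d and 20 d in the centrifuge. LysX rose by 4.72 and fln fell by 4.36.

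The 27 mechanosensory and gravitaxis genes were called in 0 of 21 comparisons (lowest camera adjusted p = 0.15), with medians of -0.15 to 0.12. The Turandot, ecdysone and metal binding lists were also called in 0 by camera. By fry the ecdysone list was called in 2 comparisons and the mechanosensory and metal binding lists in 1 each. Between the RPM labels 4 mechanosensory genes rose and 10 fell, 9 ecdysone genes rose and 1 fell, and 6 metal binding genes rose and 4 fell. Outside the contrast of the RPM labels, Yp1, Yp2 and Fst passed the threshold in 0 of 20 comparisons, with Fst at -0.83 to 1.37, and Yp3 and smp-30 in 1, between the ages. Camera tests whether a list moves more than other genes, and fry whether its genes move on balance in 1 direction. Of the 227 calls among 672 pairs of list and comparison, 30 were also called by fry. Not every call is described in this report. Calls per comparison ranged from 2 lists at 20 d 2g against outside to 21 at 1g* against outside. They were 15 for RPM labelled males at 0g, 14 for the RPM interaction, 14 for 24C against 14C and 13 between the RPM labels.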

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

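The explanations weighed in this section, and the tests of them, were chosen only after the results were seen. The splits of arrays into other groups were also run then.

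The transcripts of the other sex on the RPM arrays may come from exchanged female and male labels. All 7 arrays labelled males correlated better with the mean magnet and LDC array than every array labelled females, but those are arrays of females, so this restates the pattern and does not tell an exchange from other causes. RNA of the other sex mixed into correctly labelled samples was excluded for 11 arrays, as 6 labelled males had an accessory gland median within the range of magnet and LDC females and 5 labelled females a yolk median of 9.71 or less, where those females had 12.87 or more. By these transcripts the 6 were female flies, and the 5, with accessory gland medians of 10.58 or more, mainly male flies. How their labels came to differ was not tested. For the other 2, labelled females 0g replicate 2 and labelled males 0g replicate 1, mixing could not be told from an exchange with some RNA of the other sex. Exposure in the machine was excluded, as 6 arrays of flies outside it carried the same transcripts. An exchange would turn the sign of the contrast between the RPM labels and of the interaction, and leave the 0g contrasts within a label as they are.

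The transcripts of both sexes on 6 arrays may come from RNA of the other sex in the sample. A second tissue of the other sex lay above every other array of that kind on 5 of the 6, as this explanation predicts for them. On the remaining one, RPM labelled females 1g replicate 3, the germline share was -0.016% beside a yolk share of 1.38%. By the ratio on the other arrays of that kind, a germline share of 0.38% to 0.84% would go with this yolk share. The interquartile range of the germline genes was 0.75%, so this array cannot decide and the explanation stays open for it. Altered gravity was excluded, as 3 of the 6 arrays came from flies at 1g. A small number of flies of the other sex could be sought in the records of the sampling.

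The low photoreceptor transcripts on the magnet 24C outside arrays have no explanation that passed a test. In the 80 h runs 24C did not go with low values. The photoreceptor list had a median of -0.01 between 80 h outside at 24C and 80 h inside the magnet at 14C, a contrast that also holds the field. The 80 h arrays outside at 24C had array medians of 7.38 to 7.57, beside 7.49 and 7.5 outside at 14C without 80 h. These values argue against 24C as enough by itself. They cannot exclude it where the values were low, as no 80 h arrays were taken outside at 14C and the 80 h arrays had higher eIF-4a differences. Under another scaling of the deposited values the median closest to 0 was -1.21, which argues against a difference of scale left between these arrays. Those values had already passed through RMA. Its background correction and summarization were not repeated, so processing before the deposit was not excluded. For lower RNA quality, 6 arrays with 3' minus 5' differences at least as high for GAPDH and eIF-4a had photoreceptor medians of 7.34 to 7.62. These argue against it, but all 6 come from the 80 h runs and so do not exclude it among the arrays without 80 h. Fewer heads in the sample could not be told from other causes: the neuronal list had a median of only -0.15, but its genes are also active in neurons outside the head, and of the antennal markers (median -0.21, with predictions written before their values were seen) 7 of 8 lay within 1 log2 unit of background, while the other, Obp19d, was at -0.80 (adjusted p = 0.3). Light during rearing may be a cause, which a repeat at 24C and 14C under recorded light could test.

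Splits of the arrays into other groups gave these counts of changed probe sets beside the real ones. The real counts were 0 for RPM labelled females at 0g (10 of 10 splits reached it, highest other 2), 9842 between the RPM labels (1 of 10, highest other 0), 4 for 0g* against 1g* (1 of 10, highest other 0) and 0 for 2g* against 1g* (10 of 10, highest other 0), where 10 splits are too few for a share under 0.05. For RPM labelled males at 0g the real count was 1, reached by 5 of 35 splits with a highest other of 2, and for the RPM interaction 0, reached by 100 of 100 with a highest other of 1. At 2g against both 1g groups the count was 11 at 5 d (1 of 35, highest other 1) and 647 at 20 d (1 of 35, highest other 11). Of the 11 at 5 d, 5 were higher and 6 lower, and only 3 were among the 11 against outside alone. The array letter differs between the same arrays, so these splits cannot tell 2g from what the letter marks. Between the ages the count was 5873 (1 of 100), with a highest other of 3872 in a split where only 2 of 16 arrays changed their age, and a median of 0 over the other splits.

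A rule for groups of 4 arrays (the Dixon test) marked an array in 17 of 159 values, where about 1 in 20 groups is marked by chance. At 20 d 2g these were CG3457 at 6.06 in replicate 4 (others 6.48 to 6.54), Scp2 at 7.79 in replicate 4 (7 to 7.05), PGRP-LF at 7.63 in replicate 2 (8.21 to 8.28), COX7AL2 at 9.62 in replicate 4 (9.02 to 9.04) and CG34330 at 11.33 in replicate 1 (11.65 to 11.71). At 5 d 2g, replicate 2 had the immune genes AttD at 9.98 (3.93 to 4.06) and edin at 11.06 (5.18 to 6.08), CG14186 at 5.6 (6 to 6.06) and TpnC4 at 11.60 (11.93 on the others). Replicate 3 had the photoreceptor list median at 7.75 (7.59 to 7.62), CheA87a at 5.81 (5.40 to 5.43), CG17192 at 11.61 (11.26 to 11.31) and CG32024 at 6.91 (6.46 to 6.53), and replicate 4 had CG43064 at 4.84 (5.22 to 5.27). In RPM labelled males 0g replicate 1 the accessory gland median was 6.46 (3.96 to 4.07), Mst57Da stood at 8.75 (4.02 to 4.58) and Mst87F at 6.64 (3.66 to 4.12).

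The effect of 2g differed between 20 d and 5 d for 11 probe sets in the limma interaction test, among them CG8343 (1.76), CG15617 (1.56), CG4928 (1.31), Roe1 (1.31), CG34330 (1.25), CG12065 (1.24), CG32024 (1.19), l(1)G0320 (1.16) and Arr1 (-1.42). Under repeated quantile normalization, and in 7 of the 12 fits with 1 array left out, 0 probe sets passed.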

How the results depend on the processing

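The settings were tried on 252 gene values, 73 list medians and 21 counts. For genes 3395 results stayed the same, 551 were weaker, 49 stronger and 1 reversed. For lists 1196 results stayed, 180 were weaker and 15 were reversed in the direction that camera gave, and 191 counts stayed and 135 moved by over 1.5 times. Leaving out the both-sex arrays and pooling the 1g groups were chosen only after the data were seen. Where no cause is given, the cause was not tested. A group left with 1 array was assumed to vary like the other groups of the fit. The total counts between the RPM labels and between the ages moved under none, though centring took the higher probe sets between the labels from 5587 to 11024.

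Leaving out 1 array at a time, the counts ranged as follows: RPM labelled females 0 to 1, labelled males 0 to 1, interaction 0 to 0, and labels compared 9204 to 9302. In the magnet they were 0g* against outside 0 to 0, 1g* against outside 0 to 1211, 2g* against outside 0 to 0, 0g* against 1g* 0 to 2359, 2g* against 1g* 0 to 1, 24C against 14C 36 to 167. At 80 h they were 0 to 336 for 0g* against 1g*, 20 to 100 for 0g* and 44 to 650 for 1g* against outside. In the centrifuge at 5 d they were 0 to 9 for 2g against outside, 7 to 32 against 1g-rot and 0 to 10 between the 1g groups, at 20 d 6 to 173, 161 to 401 and 0 to 2, for the ages 5034 to 5947 and for the interaction 0 to 12. Where the direction given by camera turned in a fit, the list medians ranged from -0.01 to 0.28 (digestive, 0g* against outside), 0.03 to 0.42 (digestive, 2g*), -0.02 to 1.39 (accessory gland, 1g* against outside), -1.32 to 0.05 (accessory gland, 2g* against 1g*), -1.92 to -0.02 (accessory gland, 80 h 0g* against 1g*), -0.01 to 1.97 (accessory gland, 80 h 1g* against outside), 0.05 to 2.54 (chorion, 20 d 2g against 1g-rot) and -2.43 to 0.38 (chorion, 20 d 1g-rot against outside). The testis median in RPM labelled females ranged from -0.19 to 0.02 with the direction kept.

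With all 50 arrays in the same fit the counts were 1 for RPM labelled females, 0 for labelled males, 2091 for 1g* against outside, 15 for 2g* against outside, 3269 for 0g* against 1g*, 496 for 2g* against 1g*, 332 for 24C against 14C, 22 for 80 h 0g* against 1g*, 7 and 16 at 5 d for 2g and 1g-rot against outside, 90 and 0 at 20 d for the same, and 4 for the centrifuge interaction. With only the compared groups they were 0 for RPM labelled males, 3 for 1g* and 4 for 2g* against outside, 0 for 0g* against 1g*, 46 for 24C against 14C, 0 for 80 h 0g* against 1g*, 1 and 13 at 5 d for 2g and 1g-rot against outside, 34, 0 and 0 at 20 d for 2g against outside, 2g against 1g-rot and 1g-rot against outside, and 7 for the interaction. A variance prior with trend and robust gave 1 for 1g* against outside, 5 for 80 h 0g* against 1g*, 284 and 378 for 80 h 0g* and 1g* against outside, 18 and 50 for 5 d 2g against outside and 1g-rot, and 28 for the interaction. The dim filter gave 2 for 5 d 1g-rot against outside.

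Repeated quantile normalization gave 0 for RPM labelled males, 1 for 1g* against outside, 0 for 20 d 1g-rot against outside and 0 for the centrifuge interaction. Centred arrays gave 1 for 1g* against outside and 2 for 0g* against 1g*. With both 1g groups as the reference 647 probe sets changed at 20 d 2g. At 5 d 2g 11 changed, of which 3 were among the 11 against outside.

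With the array of conflicting labels in the 14C group, the counts were 1854 for 1g* against outside and 0 for 24C against 14C, and the medians in the latter were 0.06 (digestive) and 0.02 (neuronal), with the direction reversed. Without it they were 2 for 1g* against outside and 2 for 0g* against 1g*. Without the both-sex arrays the counts were 1 and 0 for RPM labelled females and males, 1 for 1g* against outside, 0 for 0g* against 1g*, and 0 and 69 for 80 h 1g* compared with 0g* and outside. In RPM labelled females Vm34Ca was then at -0.44 and the chorion median at -0.07, and the accessory gland medians -0.02 for 1g* against outside, 0.05 for 2g* against 1g*, -0.02 for 80 h 0g* against 1g* and -0.01 for 80 h 1g* against outside. In these list results the direction given by camera turned, while the median for 80 h 0g* against 1g* kept its sign.

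By the rule used, replicate numbers and array letters paired the arrays in 0 of 18 and 0 of 13 comparisons. With 2 or 3 pairs in each, this cannot show that pairing is absent. In some, such as 1g-rot against outside at 5 d and at 20 d, the arrays of the same number were more alike than all other pairs. A replicate block by number gave counts of 0 for RPM labelled males, 2 for 1g* against outside, 2 for 0g* against 1g*, 52 for 24C against 14C, 0 for 80 h 0g* against 1g*, 41 and 41 for 80 h 0g* and 1g* against outside, 78, 213 and 0 at 20 d for 2g against outside, 2g against 1g-rot and 1g-rot against outside, and 4 for the interaction, and the clock list lost its call (adjusted p = 0.18). A block by array letter gave 0 for RPM labelled males, 1 for 0g* and 11 for 1g* against outside, 54 for 24C against 14C, 0 for 80 h 0g* against 1g*, 41 and 41 for 80 h 0g* and 1g* against outside, 5 for 5 d and 0 for 20 d 1g-rot against outside, and 3 for the interaction. In the centrifuge the letters coincided with 2g, so the letter could not be told from 2g there.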

Other observations

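The comparison of shared genes below was chosen only after the results were seen. Some genes that were lower at 24C outside the magnet were also lower at 20 d 2g in the centrifuge, in comparisons that share no arrays. In both, the eIF-4a 3' minus 5' difference was higher in the group with lower values (1.25 to 1.31 against 1 to 1.22, and 0.99 to 1.26 against 0.79 to 0.81). The GAPDH difference was higher at 24C too (1.9 to 2.05 against 1.66 to 1.87) but overlapped at 20 d (1.5 to 1.83 against 1.56 to 1.65). Beside Arr1 and Arr2, the eye genes inaD (-1.32 at 24C against 14C and -1.04 at 2g against outside), inaC (-2.93 and -1.04), Cpn (-2.46 and -0.92), chp (-2.87 and -0.85) and Pdh (-2.86 and -0.67) were among them. Genes outside the photoreceptor list were also shared, such as Obp44a (-3.31 and -2.27), Cyp4d21 (-1.87 and -1.79), rtp (-2.69 and -1.30), CheA75a (-1.46 and -1.17), the sialic acid synthesis gene Csas (-1.12 and -1.13), Slob (-1.10 and -1.11) and Cdk5alpha (-1.29 and -0.96). Of 69 genes lower at 24C, 19 were among the 47 lower at 20 d 2g against outside. Independent lists of 11982 genes would share 0.27, but real genes are not independent of each other. Of the 19, 12 were not on the photoreceptor list. That list lacks some eye genes, as Cpn and Pdh are among the 12. None of the 75 higher genes was shared (0). Against 1g-rot 23 of 88 lower genes (0.51 by independence) and 1 of 204 higher genes (1.2) were shared, with the same 2g arrays. At 5 d 0 of 7 (0.04 by independence) and 0 of 17 (0.098) lower genes were shared, lists too short to show that sharing is absent. The neuronal list had medians of -0.09 and -0.13 at 20 d 2g against outside and 1g-rot.

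Detoxification genes had higher values at 1g* in the magnet than outside, in a contrast where other lists differed as well. The 83 genes on the cytochrome P450 list, with the cyclophilin genes Cyp1 and Cyp40 among them, had a median of 0.43 (camera, adjusted p = 2.8e-07, and 0.47 with an estimated correlation). Of these 0 passed among all probe sets and 14 rose over the list alone. The 35 UDP-glycosyltransferase genes had 0.36 (0.0018, and 0.47 with an estimated correlation), with 2 over the list alone. The chorion, replication and germline lists had -2.92, -0.89 and -0.64 there, the chorion array medians were 6.10 and 6.12 on 2 of the 3 arrays at 1g* against 11.13 and 11.22 outside, and 1 of these 2 arrays carried male transcripts. At 0g* against 1g* the P450 list had -0.39 (7.5e-07; 10 fell over the list alone; 0.39 with an estimated correlation). The ribosomal protein list had 0.11 at 80 h 0g* against 1g* (3e-04; 0.44 with an estimated correlation).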
